# BMP-2 Induced Expression of Alx3 That Is a Positive Regulator of Osteoblast Differentiation

**DOI:** 10.1371/journal.pone.0068774

**Published:** 2013-06-18

**Authors:** Takashi Matsumoto, Atsushi Yamada, Ryo Aizawa, Dai Suzuki, Masayuki Tsukasaki, Wataru Suzuki, Mutsuko Nakayama, Koutaro Maki, Matsuo Yamamoto, Kazuyoshi Baba, Ryutaro Kamijo

## Abstract

Bone morphogenetic proteins (BMPs) regulate many aspects of skeletal development, including osteoblast and chondrocyte differentiation, cartilage and bone formation, and cranial and limb development. Among them, BMP-2, one of the most potent osteogenic signaling molecules, stimulates osteoblast differentiation, while it inhibits myogenic differentiation in C2C12 cells. To evaluate genes involved in BMP-2-induced osteoblast differentiation, we performed cDNA microarray analyses to compare BMP-2-treated and -untreated C2C12 cells. We focused on *Alx3* (aristaless-like homeobox 3) which was clearly induced during osteoblast differentiation. *Alx3*, a homeobox gene related to the *Drosophila* *aristaless* gene, has been linked to developmental functions in craniofacial structures and limb development. However, little is known about its direct relationship with bone formation. In the present study, we focused on the mechanisms of *Alx3* gene expression and function during osteoblast differentiation induced by BMP-2. In C2C12 cells, BMP-2 induced increase of *Alx3* gene expression in both time- and dose-dependent manners through the BMP receptors-mediated SMAD signaling pathway. In addition, silencing of *Alx3* by siRNA inhibited osteoblast differentiation induced by BMP-2, as showed by the expressions of alkaline phosphatase (*Alp*), *Osteocalcin*, and *Osterix*, while over-expression of *Alx3* enhanced osteoblast differentiation induced by BMP-2. These results indicate that *Alx3* expression is enhanced by BMP-2 via the BMP receptors mediated-Smad signaling and that Alx3 is a positive regulator of osteoblast differentiation induced by BMP-2.

## Introduction

Bone morphogenetic proteins (BMPs) are potent secreted signaling molecules that play a central role in bone formation. BMP-2 has been shown to induce several transcription factors that promote osteoblast differentiation, such as Runx2 and Osterix [1,2]. However, the molecular events downstream of BMP-2 signaling that result in tissue-specific gene expression and skeletal development have only been partially elucidated. To elucidate the transcriptional regulator of BMP-2-induced osteoblast differentiation, we performed cDNA microarray analyses and compared BMP-2-treated and -untreated C2C12 cells, which are known to spontaneously differentiate into myotubules, but differentiate into osteoblasts when treated with BMP-2 [3]. We focused on homeodomain containing proteins that have been known to be important mediators for the BMP-2-induced osteoblast differentiation [4,5]. Homeodomain proteins through their transactivation domain recruit other transcriptional activations or repressors that regulate expression of osteogenic genes during osteoblast differentiation [6]. We selected one of paired-like transcription factors, Alx3 (aristaless-like homeobox 3), as a gene clearly induced during osteoblast differentiation, because up-regulation of gene expression by BMP-2 is much higher than that of other homeodomain genes (microarray data have been deposited in Gene Expression Omnibus (GEO) with accession code GSE33567, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi).

*Alx3* is a homeobox gene that belongs to a group of *Aristaless*-related genes that includes *Alx4* and *Cart1* [7]. *Alx3*, *Alx4*, and *Cart1* encode highly related proteins, and their expression patterns are highly similar [7]. Alx3, originally isolated from the hamster insulinoma cell line HIT-T15 [8], participates in regulation of insulin gene expression in pancreatic β-cells through transactivation of the insulin promoter by acting on the E2A3/4 enhancer in cooperation with E47/Pan1 [9]. Alx3 is also expressed in mesenchyme of developing limbs and craniofacial regions [10–12]. The physiological roles of Alx3 have been studied using *Alx3*-null mice, a number of which died during embryogenesis [13]. *Alx3*-null mice exhibit increased failure of cranial neural tube closure and increased cell death in the craniofacial region as embryos in the absence of folic acid [13]. It has also been revealed that ALX3 is essential for normal facial development in humans and that its deficiency causes frontonasal malformation (FNM) [14]. Furthermore, Alx3 has been linked to developmental functions in craniofacial structures. However, little is known regarding its direct relationship with bone formation, especially with osteoblast differentiation.

In the present study, we focused on the mechanisms of *Alx3* gene expression and function during osteoblast differentiation induced by BMP-2.

## Results and Discussion

### BMP-2 induced *Alx3* gene expression during osteoblast differentiation in C2C12 cells

C2C12 cells, one of the mouse myoblast cell lines, were used as a model of BMP-2-induced osteoblast differentiation. Cells were differentiated into osteoblasts or myotubules using low mitogen medium with or without BMP-2 [15]. First, we checked the gene expressions of *Alp*, *Osteocalcin*, and *Myogenin* after treating C2C12 cells with or without BMP-2 (Figure 1A). Time course analysis revealed that C2C12 cells differentiated into myotubules without BMP-2, as the expression of *Myogenin* was increased in a time-dependent manner. On the other hand, the cells differentiated into osteoblasts with BMP-2, as the expressions of *Alp* and *Osteocalcin* were increased in a time-dependent manner. Furthermore, analyses of ALP activity and α-MHC immunohistochemistry also revealed that C2C12 cells were differentiated into osteoblasts or myotubules with or without BMP-2 treatment, respectively (Figure 1B). These results are consistent with the previous report [15]. 

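C2C12 cells are mouse myoblasts that form myotubules in low mitogen medium and osteoblasts when BMP-2 is added. RNA of 3 cultures was labelled with biotin and hybridized to 1-colour Affymetrix arrays, 1 array per culture. The cultures were untreated cells at 0 h, untreated cells at 96 h, and cells given human BMP-2 at 300 ng/ml for 96 h. The paper's text names BMP-2-treated and untreated cells for the arrays, and the time points and the dose are those of the sample labels. The labels describe culture in the growth medium and RNA from a column kit, while the paper's methods describe a differentiation medium with less serum and, for the PCR assays, TRIzol reagent.

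The authors deposited MAS5 signals, which are linear intensities computed and scaled on each array by itself. The scaling target, software version and detection calls are not stated in the labels or the paper's text. At 0 h, at 96 h untreated and at 96 h with BMP-2, the median signal was 17.5, 20.4 and 20.8, and the 2% trimmed mean was 194, 181 and 192. Of 45101 probe sets, 34958 have 1 gene symbol in the platform annotation, 932 have several and 9211 are not listed there. Each of the 18194 genes so named was read from its probe set with the highest mean signal over the 3 arrays.

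Silent genes also receive a MAS5 signal, so the background of an array was set at the 95th percentile of 197 probe sets for gene families taken as silent in these cells, such as olfactory receptors, taste receptors and defensins. This background was 17.8 at 0 h, 18.1 at 96 h untreated and 16.1 with BMP-2. Signals below it were raised to it. A fold with 1 signal below the background is therefore a lower bound, written as at least, and a gene with both signals below has no fold. Genes that differed by 2-fold or more were counted as higher or lower. A gene called within 2-fold did not reach 2-fold on raised signals, so where its fold is a lower bound it may differ by more. With 1 array per condition there is no replicate error and no test, and every comparison is between single arrays, whose number limits the precision. The median log2 ratio of a gene list was placed among the medians of 10000 random lists of the same size matched on mean expression, as a description of these arrays. The 5' probe set for 18S ribosomal RNA had a signal of 2886 at 0 h, against 104.5 and 197.4 at 96 h without and with BMP-2, so the array at 0 h stood apart in this control.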

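At 96 h, genes of skeletal muscle were far lower with BMP-2 than without it, and many genes of the response to BMP and of cell division were higher. Of the osteoblast and bone matrix genes, some, such as Alpl and Sp7, were much higher, while most lay within 2-fold. Of 18194 genes, 1088 were at least 2-fold higher with BMP-2 than in untreated cells and 832 were at least 2-fold lower. The 12 lowest genes all encode muscle proteins or factors of myogenesis, among them myosins, troponins, myogenin and the fusion proteins Mymk and Mymx.

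Of 41 genes of the sarcomere at or above the background on at least 1 array, 34 were lower with BMP-2, none was higher and the median log2 ratio was -4.78, below all random lists. Myh3, the embryonic myosin heavy chain, had a signal of 4195 untreated and 7.8 with BMP-2, which is at least 260-fold lower. Of 36 genes of muscle membrane, calcium handling, fusion and energy metabolism, 30 were lower and none was higher, with a median log2 ratio of -3.44. Mymk, the fusion protein myomaker, was at least 250-fold lower. Of 20 genes listed for the transcriptional control of myogenesis, 8 were lower and 1, Snai2, was higher (median log2 ratio -0.55, below all random lists). Myog was 195-fold lower, from 4475 to 22.9, and Myod1 was 18.1-fold lower, from 589 to 32.5. In untreated cells, 35 of the 41 sarcomere genes were higher at 96 h than at 0 h, with a median log2 ratio of 4.64, and so were 32 of the 36 genes of muscle membrane and fusion (3.21). With BMP-2, 35 of the 41 sarcomere genes lay within 2-fold of 0 h, 18 of them below the background on both arrays.

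Of 24 osteoblast and bone matrix genes, 8 were higher with BMP-2 than untreated and 2 were lower, and the median log2 ratio of 0.29 lay at percentile 96.9 of the random lists. Alpl, the tissue-nonspecific alkaline phosphatase that the paper calls Alp, had a signal of 15.0 untreated and 5217 with BMP-2, at least 288-fold higher. Sp7 (Osterix), a transcription factor required for bone formation, was 44.9-fold higher, from 23.3 to 1046. Pth1r, the receptor for parathyroid hormone, was at least 25.2-fold higher. The 2 lower genes were Phex, an endopeptidase of osteoblasts, by 8.64-fold, and Mgp, an inhibitor of calcification, by 8.19-fold. Against 0 h, 16 of the 24 genes were higher and 1 was lower with BMP-2 (median log2 ratio 1.77, above all random lists), but 11 were also higher and 3 lower at 96 h without BMP-2 (0.56, percentile 99.8), with Postn, Ogn, Omd and Cdh11 the farthest above 0 h.

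Of 30 early targets and feedback inhibitors of BMP signaling, 15 were higher with BMP-2 and 3 were lower, with a median log2 ratio of 0.93, above all random lists. Hey1, a repressor induced by BMP and Notch, was at least 142-fold higher, the inhibitory Smad6 was 9.81-fold higher and the antagonist Noggin (Nog) was at least 11.5-fold higher. Id1, a BMP target that holds back myogenic factors, was 2.43-fold higher than untreated, at 981 against 404, and had 2106 at 0 h. The lower genes were the antagonists Grem1 (6.84-fold) and Bmper (2.39-fold) and the co-receptor Rgmb (2.27-fold).

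Of 40 genes of proliferation and mitosis, 30 were higher with BMP-2 than untreated, none was lower and the median log2 ratio was 1.82. All 40 were lower at 96 h untreated than at 0 h (median log2 ratio -5.26) and 39 were lower with BMP-2 than at 0 h (-2.88). Mki67, a marker of cycling cells, had a signal of 1672 at 0 h, 31.8 at 96 h untreated and 275 with BMP-2. The array at 0 h in these comparisons is the one with the high 18S signal. Both counts at 96 h depend on how signals near the background are treated: 3078 higher and 2675 lower genes on plain ratios without a background, and 644 and 539 with 50 added to each signal.

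**Figure D1:**
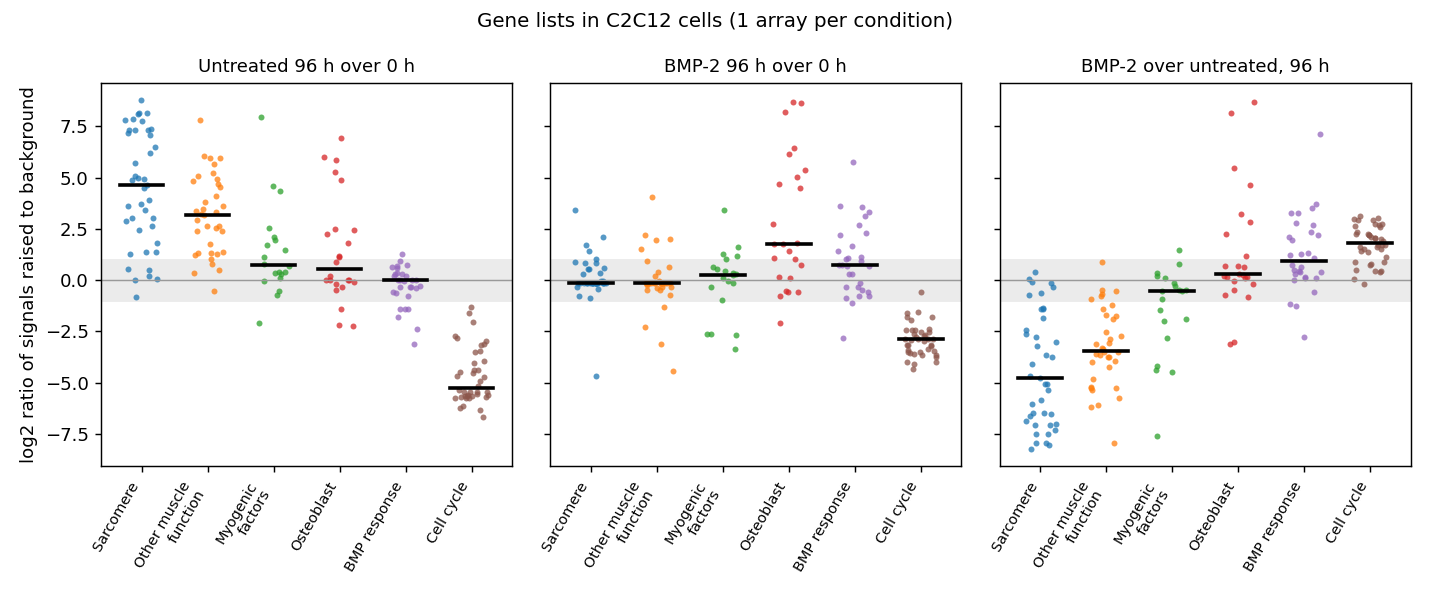
Log2 ratio of MAS5 signals raised to the background, for untreated cells at 96 h over 0 h, cells with BMP-2 at 96 h over 0 h, and BMP-2 over untreated at 96 h, in genes of 6 lists, 1 array per condition. Each point is a gene at or above the background on at least 1 array, each black bar is the median of its list and the grey band marks 2-fold; for BMP-2 over untreated the medians run from -4.78 for the sarcomere to 1.82 for the cell cycle.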

To elucidate the transcriptional regulator for BMP-2-induced osteoblast differentiation, we performed cDNA microarray analysis to compare between BMP-2-treated and -untreated C2C12 cells (GEO accession code GSE33567). Among them, we selected *Alx3*, a homeobox gene that belongs to a group of *Aristaless*-related genes, as it was clearly induced during osteoblast differentiation (Figure 1C). 

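The probe set taken for Alx3 had a signal of 161 at 96 h with BMP-2, above the background, and was below the background in untreated cells, with 7.6 at 96 h and 0.6 at 0 h. With BMP-2 it was at least 8.89-fold higher than untreated and at least 9.07-fold higher than at 0 h. The plain ratio of BMP-2 to untreated was 21.2, which rests on an untreated signal below the background.

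The annotation used here names no probe set for Alx3. Of all 45101 probe sets, 1 (1420555_at), which that annotation does not list, has the ratio that Table S1 gives for Alx3 to 4 decimals, while 66 lie within 5% of it. It was taken for Alx3 on this ground alone, so its plain ratio equals the paper's by construction. For 82 of 85 other Table S1 ratios with 4 or more decimals and a named probe set, the ratio equals that of 1 probe set of the gene it is listed for.

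Among the 118 genes of Table S1 with a probe set, Alx3 ranked 2 by plain ratio. On values raised to the background it also ranked 2 of 53 genes with a brighter signal at or above it, after Dlx3. The fold of Alx3 is a lower bound there, so its order against Dlx3 is not settled by these arrays. With the background at the 99th percentile of the silent families, the bound for Alx3 was 3.78-fold. From the array comparison the paper selected Alx3 for study, stating that it was clearly induced during osteoblast differentiation, with the semi-quantitative RT-PCR of Figure 1C.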

Previous studies have indicated that homeobox genes including *Dlx3*, *Dlx5*, and *Msx2* are important for regulation of osteoblast differentiation, while some are up-regulated in C2C12 cells during BMP-2-induced osteoblast differentiation (Table S1) [16,17]. Furthermore, the expressions of *Cart1*and *Alx4*, which belong to the same protein family as Alx3, were examined during BMP-2-induced osteoblast differentiation. 

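Several members of the distal-less family, Dlx3, Dlx1 and Dlx2, were clearly higher with BMP-2, while Dlx5 and Msx2 were near the background. Dlx3 was 9.36-fold higher, at 399 with BMP-2 against 42.6 untreated, and 2.05-fold higher than at 0 h. Its other probe set had 218 against 8.1 and was at least 12.0-fold higher. Dlx1 was 8.15-fold higher (228 against 28.0) and Dlx2 was 6.88-fold higher (498 against 72.3). Against 0 h, Dlx1 was 3.12-fold and Dlx2 4.54-fold higher. Dlx5 had a signal of 29.3 with BMP-2 and 1.1 untreated, a plain ratio of 26.6 that gives a fold of at least 1.62. Msx2 had 28.5 with BMP-2 and 4.5 untreated, at least 1.57-fold higher, but had 48.0 at 0 h.

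Of the 118 genes of Table S1 with a probe set, 12 were at least 2-fold higher with BMP-2 than untreated and 1 was lower. A further 40 had a fold or a lower bound under 2-fold, and 65 had both signals below the background. Some of the 40, such as Dlx5 and Msx2, have bounds only, so a difference of 2-fold or more is not excluded for them. Besides Dlx1, Dlx2 and Dlx3, the higher genes were Alx3, Hoxc13 (5.70-fold), Lhx9 (at least 4.30-fold), Pax8 (at least 4.12-fold), Prrx2 (4.08-fold), Hlx (2.36-fold), Msx1 (2.36-fold), Pou6f1 (2.36-fold) and Cux1 (2.32-fold). Prrx2, a paired-related gene of limb and craniofacial mesenchyme, was the brightest of these, at 2935 with BMP-2 and 720 untreated. Of the 12, 9 were also at least 2-fold higher with BMP-2 than at 0 h. Lhx9 had 80.2 at 0 h, against 78.0 with BMP-2. The lower gene was Hoxa5, by 2.89-fold, from 66.8 to 23.1, while its other probe set had 41.2 and 39.5. Some probe sets of Msx1 and Cux1 also lay within 2-fold. The study listed the genes of Table S1 from these arrays, so their direction is not independent evidence.

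**Figure D2:**
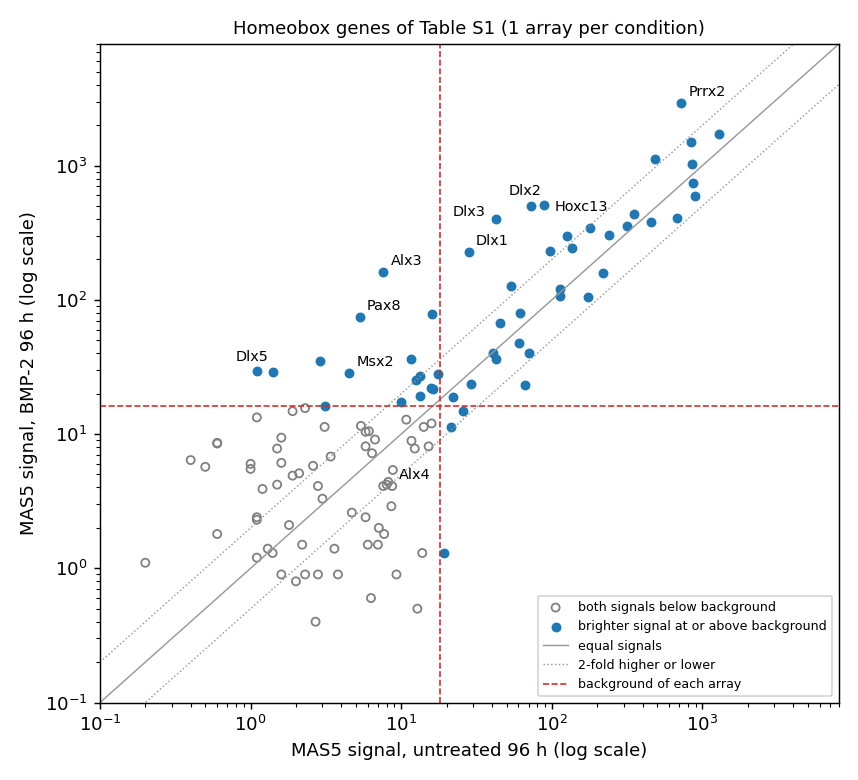
MAS5 signal of 118 homeobox genes of Table S1 in untreated cells at 96 h (x axis) and in cells with BMP-2 at 96 h (y axis), both on log scales, 1 array per condition. Each point is a gene, dashed lines mark the background of each array and dotted lines mark 2-fold, and the 65 open points lie below both backgrounds.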

An increased expression of *Cart1*, but not of Alx4, was found, which was similar to that of Alx3 during BMP-2-induced osteoblast differentiation (Figure 1C).

**Figure 1:**
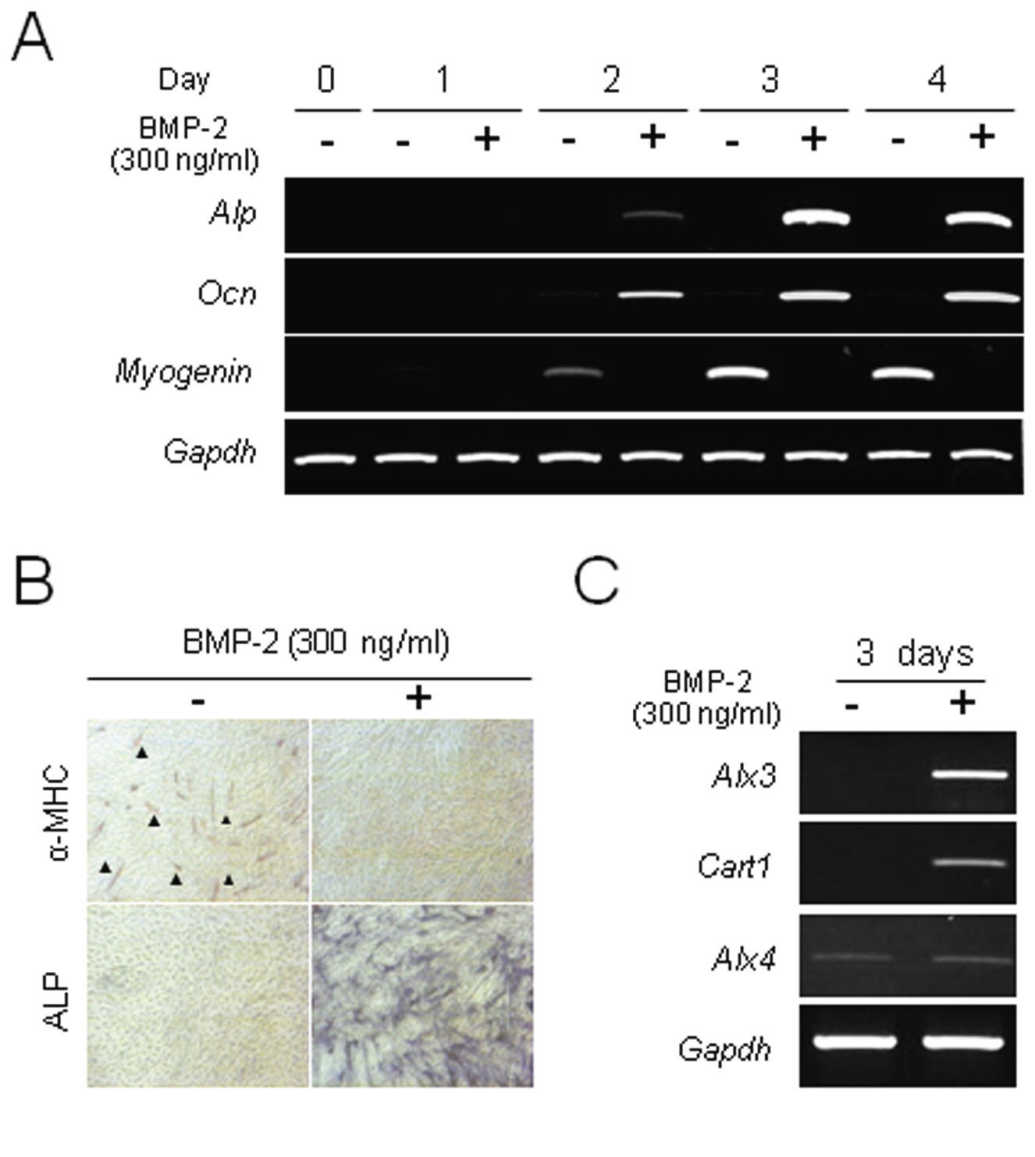
BMP-2-induced *Alx3* gene expression during osteoblast differentiation in C2C12 cells. (A) Semi-quantitative RT-PCR analyses of *Alp*, *Ocn*, and *Myogenin* gene expressions. (B) Double staining for α-MHC (*red; arrowheads*) and ALP (*blue*) as markers of differentiation for mature myotubuls and osteoblasts, respectively. (C) Semi-quantitative RT-PCR analyses of *Alx3*, *Cart1* and *Alx4* gene expressions.

### BMP-2 induced *Alx3* gene expression in time- and dose- dependent manners

The regulation of *Alx3* gene expression by BMP-2 was examined in more detail. When C2C12 cells were treated with various concentrations of BMP-2 for 3 days, *Alx3* gene expression was enhanced in the presence of 10 ng/ml of BMP-2 and then increased in a dose-dependent manner (Figure 2A). Next, time course analysis of BMP-2 was conducted with a fixed concentration of 300 ng/ml at various time points between 1 and 4 days. Increased Alx3 expression was detected 1 day after addition of BMP-2, which gradually increased up to 4 days (Figure 2B). These findings demonstrated that the BMP-2-induced increase of *Alx3* gene expression occurred in both time- and dose-dependent manners.

**Figure 2:**
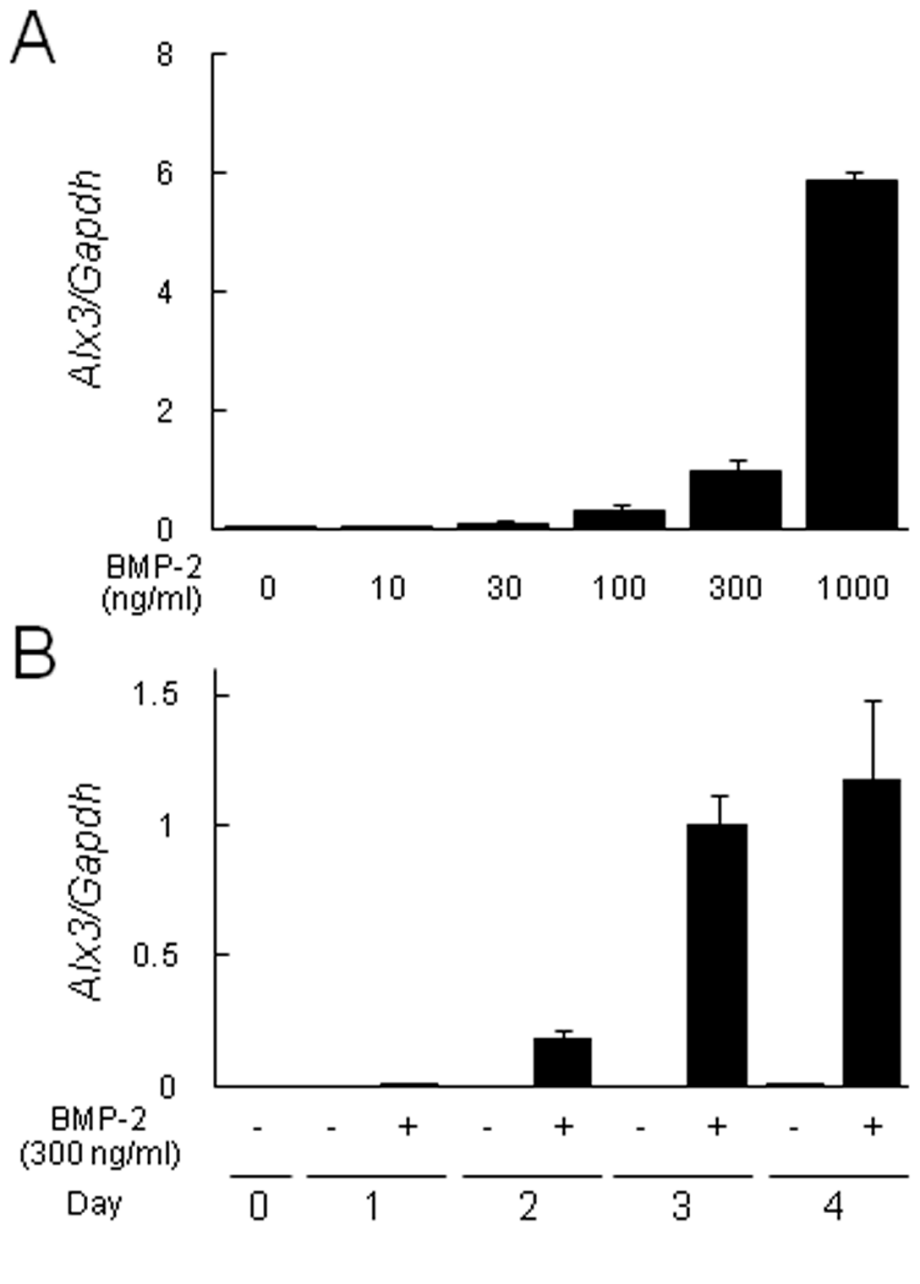
BMP-2 induced *Alx3* expression in time- and dose- dependent manners through the Smad signaling pathway. (A) Dose effects of BMP-2 on *Alx3* expression. C2C12 cells were treated with 10, 30, 100, 300, or 1000 ng/ml BMP-2 for 3 days. (B) Time course analysis of BMP-2 effects on *Alx3* expression. C2C12 cells were treated with or without 300 ng/ml of BMP-2 for 1, 2, 3, or 4 days.

### BMP-2 induced *Alx3* gene expression through BMP receptors mediated-SMAD signaling pathway

Smad4, a key intracellular mediator in BMP signaling, forms transcriptional activator complexes with BMP-restricted SMAD proteins [18]. To investigate whether induction of *Alx3* gene expression by BMP-2 is dependent on the SMAD signaling pathway, we performed ablation of Smad4 in C2C12 cells using an siRNA knockdown system. First, we checked mRNA and protein levels of Smad4, when treated with *Smad4* siRNA. Treatment with Smad4 siRNA caused significant decrease levels of *Smad4* mRNA and protein in BMP-2-treated C2C12 cells (Figure 3A). Ablation of Smad4 in C2C12 cells abrogated *Alx3* gene expression induced by BMP-2 (Figure 3B). Furthermore, we used Dorsomorphin which blocks BMP induced Smad1/5/8 phosphorylation in a dose dependent manner, while having no effect on TGF-β or Activin induced Smad2/3 activation [19]. Treatment with Dorsomorphin abolished *Alx3* gene expression induced by BMP-2 (Figure 3C). These findings suggest that induction of *Alx3* gene expression by BMP-2 is dependent on the BMP receptor mediated-SMAD signaling pathway.

**Figure 3:**
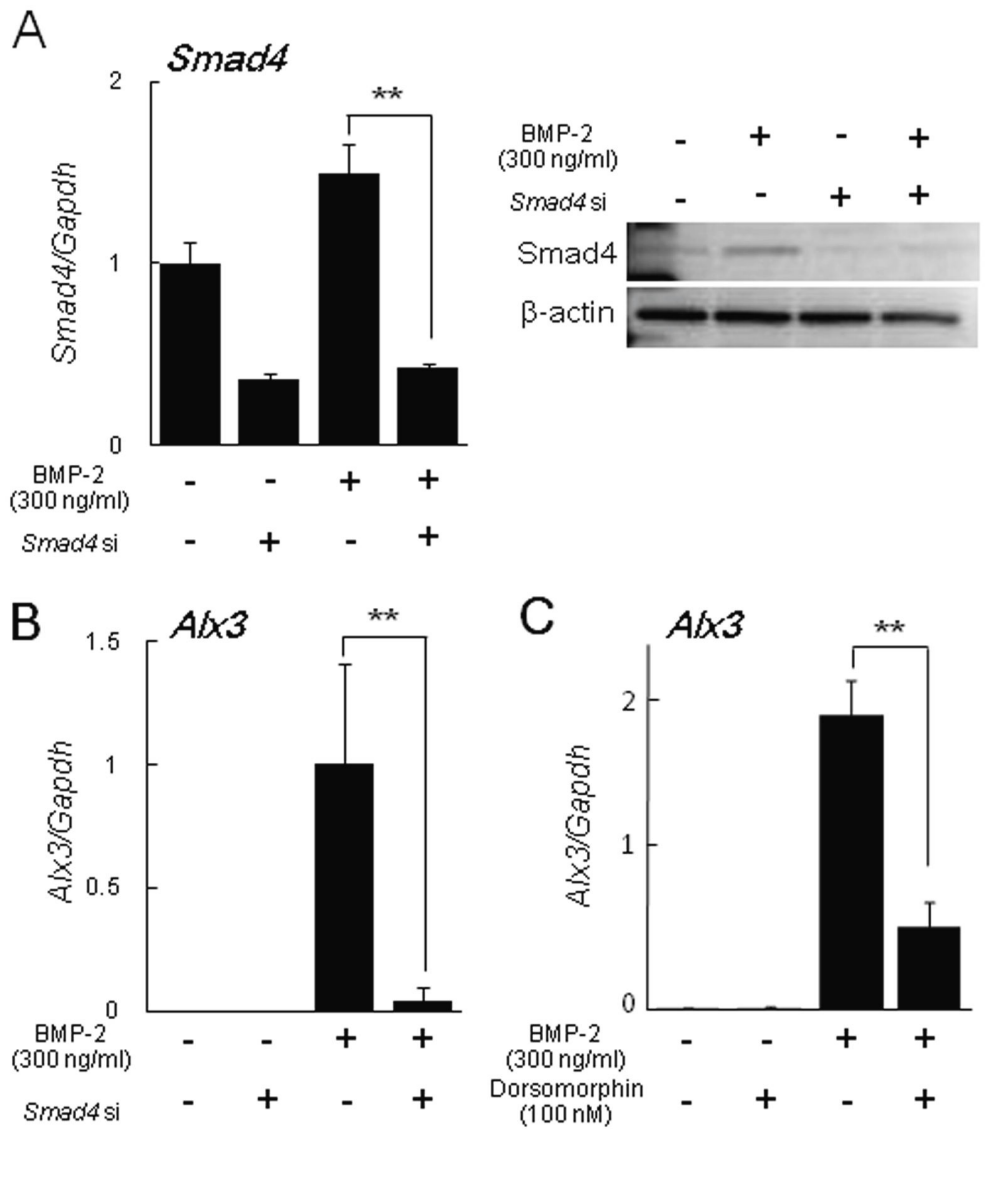
BMP-2 induced *Alx3* expression through the SMAD signaling pathway. C2C12 cells were pretreated with *Smad4* siRNA and 100 nM of Dorsomorphin, followed by treatment with or without BMP-2 for 3 days. (A) The expression of *Smad4* was examined by real-time PCR and Western blotting. (B, C) The expression of *Alx3* was examined by real-time PCR. ** *p* < 0.01 by Student’s *t* test.

### Effects of knockdown and over-expression of Alx3 on osteoblast differentiation induced by BMP-2

To determine whether Alx3 is involved in BMP-2-induced osteoblast differentiation, we knocked down *Alx3* gene expression induced by BMP-2 using *Alx3* siRNA and investigated osteoblast marker gene expression in C2C12 cells. The expressions of *Alp*, *Osteocalcin*, and *Osterix* induced by BMP-2 were remarkably decreased (Figure 4A). Analyses of ALP activity also revealed that BMP-2-induced osteoblast differentiation was inhibited by *Alx3* siRNA treatment (Figure 4B). Here, we should consider whether down-regulation of Alx3 affects the BMP-mediated early intracellular signaling or BMP-2-induced osteogenic responses. We checked the phosphorylation of Smad1/5, canonical BMP-signaling molecules, induced by BMP-2 in Alx3 siRNA-treated C2C12 cells. The phosphorylation levels of Smad1/5 were not different between Alx3 siRNA treated or non-treated C2C12 cells induced by BMP-2 (Figure 4C). These results suggest that down-regulation of *Alx3* gene expression inhibited BMP-2 induced osteogenic responses. Furthermore, we over-expressed Alx3 in C2C12 cells using a FLAG tagged *Alx3* expression vector (Figure 5A), which caused increases in the expressions of *Alp* and *Osteocalcin* (Figure 5B). Also, analysis of ALP activity revealed that BMP-2-induced osteoblast differentiation was increased in C2C12 cells with Alx3 over-expression (Figure 5C, D). These findings suggest that Alx3 is a positive regulator of BMP-2 induced osteoblast differentiation.

**Figure 4:**
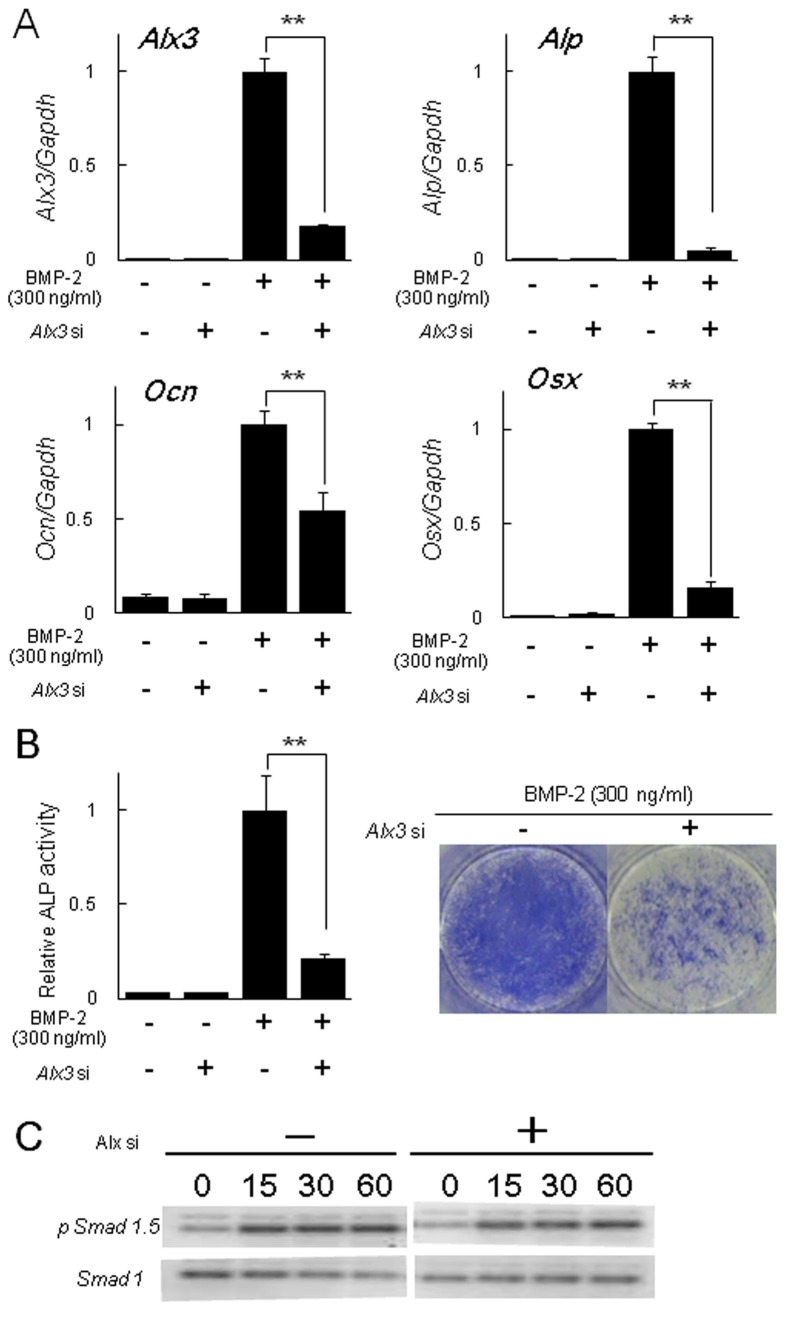
Effect of *Alx3* siRNA knockdown on BMP-2-induced osteoblast differentiation. (A) C2C12 cells were pretreated with *Alx3* siRNA, followed by treatment with or without BMP-2 for 3 days. The expressions of *Alx3*, *Alp*, *Ocn* (*Osteocalcin*), and *Osx* (*Osterix*) were quantified by real-time PCR. (B) Measurement of ALP activity and ALP staining. ** *p* < 0.01 by Student’s *t* test. (C) Effect of Alx3 siRNA knockdown on BMP-2-induced phosphorylation of Smad1/5. C2C12 cells were pretreated with *Alx3* siRNA, followed by treatment with BMP-2 for 15, 30, and 60 minutes.

**Figure 5:**
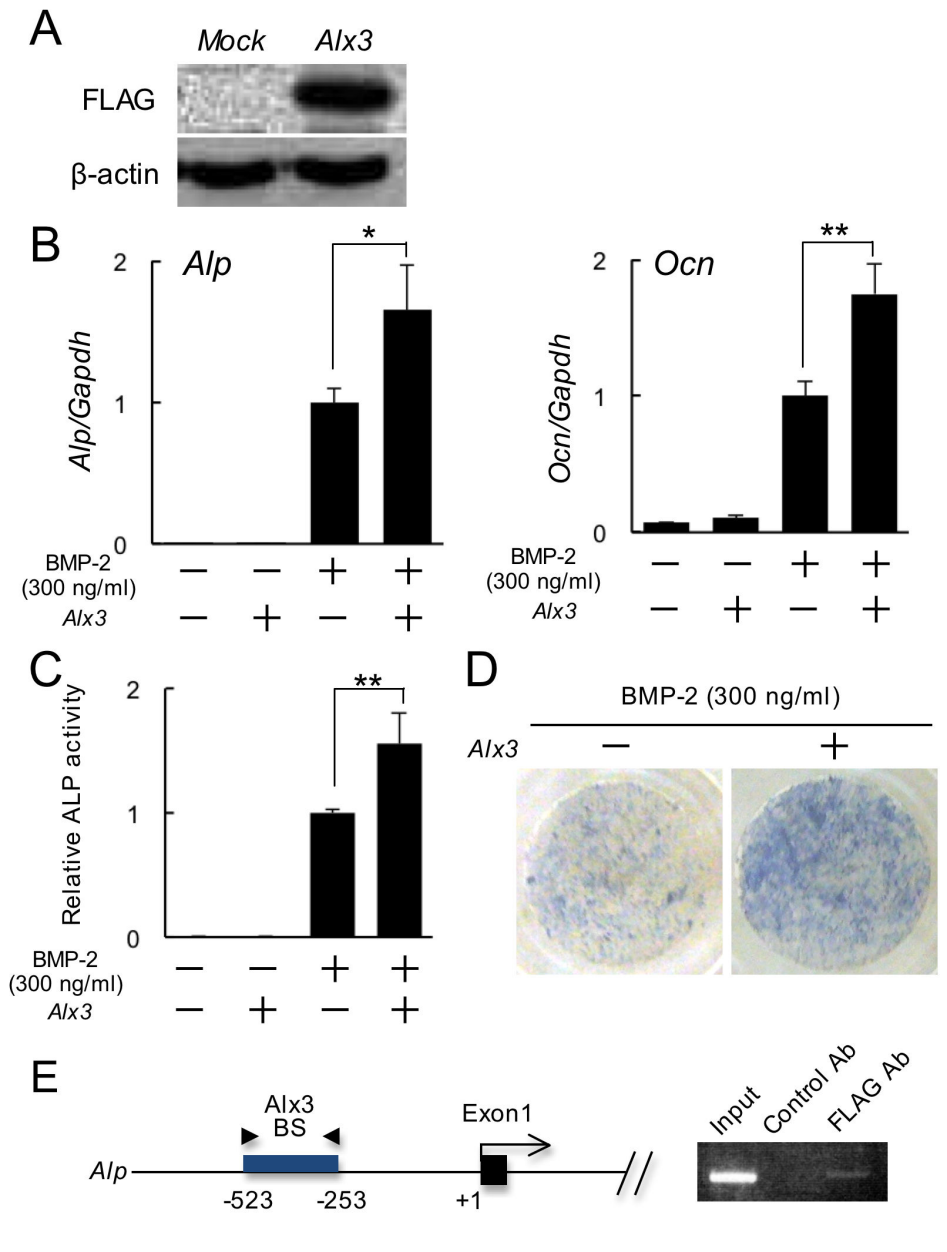
Effect of Alx3 over-expression on BMP-2-induced osteoblast differentiation. (A) Western blot analysis of Alx3 was performed using C2C12 cells transfected with empty (*Mock*) or *Alx3-FLAG* expression (*Alp*) vectors. Equal protein loading was documented by blotting for β-actin. (B) The expressions of *Alp* and *Ocn* were quantified by real-time PCR. (C, D) Measurement of ALP activity and ALP staining. ** *p* < 0.01, * *p* < 0.05 by Student’s *t* test. (E) Schematic diagram of upstream region of mouse *Alp* gene showing locations of putative Alx3-binding sites tested in ChIP analyses. Arrowheads indicate the positions of the primers used for ChIP analysis. ChIP analyses were performed using DNA fragments immunoprecipitated with a FLAG antibody or isotype-specific control antibody. Immunoprecipitates were PCR amplified with primers flanking the putative Alx3-binding region. Ab, antibody; BS, binding site.

To identify the actual targets of Alx3 functions, we performed chromatin immunoprecipitation combined with DNA microarray analysis (ChIP-on-chip). Selected genes identified by ChIP-on-chip analysis are listed in Table S2, along with the genomic location of the Alx3 binding site within 10 kbp upstream of the transcriptional starting sites and enrichment log (base e) ratio (GEO accession code GSE44822). Among them, *Alp*, whose promoter contains homeodomain-binding cis-regulatory elements with a TAAT motif (-431/-434 bp of the *Alp* promoter) [20], was validated by ChIP-PCR findings (Figure 5E). These results suggest that *Alp* is one of the target genes directly regulated by Alx3.

### Possible mechanisms of BMP-2 induction of *Alx3* expression and functions of Alx3 in BMP-2-induced osteoblast differentiation

Our findings demonstrated that the expression of Alx3, a critical regulator of osteoblast differentiation, in C2C12 cells is enhanced by treatment with BMP-2. *Alx3* expression was downregulated by treatment with Smad4 siRNA, suggesting that Alx3 induction by BMP-2 is directly or indirectly regulated by Smad signaling. Actually, within -10 Kbp from the transcription start site of the *Alx3* gene, 12 putative Smad responsible elements were detected by use of a transcription factor search program (TRANSFAC). Recently, Garcia-Sanz P. *et al.* demonstrated that the Alx3 promoter is regulated by the basic helix-loop-helix (bHLH) transcription factors Twist1 and upstream stimulatory factor 1, 2 (USF1, 2) in mesenchymal cells [21]. Although the mechanism by which BMP-2 promotes SMAD-dependent expression of *Alx3* remains to be determined, SMAD signaling induces *Alx3* expression, which may act as a regulator of the positive feedback loop to BMPs.

We also found that ablation of *Alx3* inhibited BMP-2-induced osteoblast differentiation, while over-expression of Alx3 promoted that in C2C12 cells. Mirasierra *et al.* demonstrated that Alx3 participates in regulation of insulin gene expression in pancreatic β-cells by physiologically interacting with E47/Pan1 [9]. E47 is one of the alternative spliced products of E2A and belongs to the bHLH family of transcriptional regulatory proteins [22]. To investigate the effect of E47 on Alx3-enhanced osteoblast differentiation induced by BMP-2, we performed co-transfection with Alx3 and E47 expression vectors in BMP-2-treated C2C12 cells. However, that co-transfection did not significantly modify the expressions of *Alp* and *Ocn*, or ALP activity (Figure S1). Furthermore, we examined the effect of Cart1, which is known to play a crucial role in the developmental lineage of bone and cartilage, and also regulates transcriptional activity together with Alx3 in regard to osteoblast differentiation enhanced by Alx3 [23]. Co-transfection with Alx3 and Cart1 expression vectors did not significantly modify the expressions of *Alp* and *Ocn*, or ALP activity (Figure S1). Further studies are required to determine the partners of Alx3 for enhancement of osteoblast differentiation.

We concluded that Alx3 expression is enhanced by BMP-2 via a mechanism that is dependent on SMAD signaling. In addition, Alx3 is also involved in osteoblast differentiation of C2C12 cells induced by BMP-2.

## Materials and Methods

### Reagent

Dorsomorphin was purchased from SIGMA.

### Cell culture

Murine C2C12 skeletal myoblasts were purchased from RIKEN BioResource Center (C2C12 #RCB0987, Tsukuba, Japan). C2C12 cells were grown in Dulbecco’s modified Eagle’s medium (DMEM; Wako Pure Chemical Industries) supplemented with 15% fetal bovine serum (FBS) (growth medium). To examine the effects of BMP-2 (provided by Astellas Pharmaceuticals) on myoblast and osteoblast differentiation of C2C12 cells, the growth medium was replaced with DMEM supplemented with 2.5% FBS (differentiation medium).

### RT-PCR

Total RNA was extracted from C2C12 cells with TRIzol reagent (Life Technologies). First strand cDNA was synthesized from total RNA using a SuperScript First Strand Synthesis System with SuperScript III reverse transcriptase (Life Technologies). The generated cDNA was used as a template for semi-quantitative and real-time PCR assays with an ABI StepOne^TM^ Real Time PCR system (Life Technologies). The following primers were used for semi-quantitative PCR: *Alp*, GATCATTCCCACGTTTTCAC and TGCGGGCTTGTGGGACCTGC; *Osteocalcin*, CAAGTCCCACACAGCAGCTT and AAAGCCGAGCTGCCAGAGTT; *Myogenin*, GGGCCCCTGGAAGAAAAG and AGGAGGCGCTGTGGGAGT; *Cart1*, CCCTTGTAAAGTGATACCTG and CAAGATACGTTTGTATGCGA; *Alx3*, CTCCATGCATGTCCCCATAC and GCCCTAAGAACCACAGAGAG; *Alx4*, CCTGGATTGGCAACAATGGG and AGGGACAAGAGCCTACCATC; and *Gapdh*, ACCACAGTCCATGCCATCAC and TCCACCACCCTGTTGCTGTA. The following primers were used for SYBR green real-time PCR: *Alp*, GGGACTGGTACTCGGATAACGA and CTGATATGCGATGTCCTTGCA; *Osteocalcin*, CCTCTCGACCCGACTGCAGATC and AGCTGCAAGCTCTCTGTAACCATGAC; *Osterix*, CGGCCCTGAGTCTGACAAA and GCCGGAGTCTGTTCACTACCTT; and *Smad4*, GCTTGGGTCAACTCTCCAATG and TGTGCAACCTCGCTCTCTCA. The following assay IDs were used for TaqMan real-time PCR: *Alx3*, Mn00431779m1 and *Gapdh*, Mn03302249g1.

### Alkaline phosphatase activity

Alkaline phosphatase (ALP) activity was determined as a marker of osteoblast differentiation. After removing culture medium, cell layers were washed with PBS, then sonicated in 50 mM Tris-HCl (pH 7.5) containing 0.1% TritonX-100. ALP activity in the lysates was determined following incubation with the substrate, *p*-nitrophenylphosphate, in buffer (pH 10) containing 0.1M 2-amino-2-methyl-1-propanol and 2 mM MgCl_2_. The reaction was terminated by adding NaOH and values were determined at 405 nm [24].

### Histochemical analysis

For a histochemical examination of alkaline phosphatase activity, cells were fixed with 10% formaldehyde. After washing with PBS, the cells were incubated with ALP activity solution containing 0.1 mg/ml of naphthol AS-MX phosphate, 0.5% *N*,*N*-dimethylformamide, 2 mM MgCl_2_, and 0.6 mg/ml of fast blue BB salt in 0.1 mM Tris-HCl (pH 8.5). To perform immunohistochemical analysis of the expression of α-myosin heavy chain (αMHC), cells were fixed with 10% formaldehyde. They were then washed with PBS and treated with an acetone/ethanol mixture (50:50, v/v), and incubated with mouse anti-MHC monoclonal antibody (MF-20, Developmental Studies Hybridoma Bank). The reaction products were visualized using an AEC substrate kit (#415184, NICHIREI Biosciences) [24].

### Short interfering RNA (siRNA) knockdown of gene expression

C2C12 cells (50% confluence) were seeded and transfected with a 10-pmol/cm^2^ culture surface area of the siRNA pool (Stealth siRNA, Life Technologies) using Lipofectamine RNAi MAX reagent (Life Technologies) in OPTI-MEM (Life Technologies). The following IDs were used for siRNAs; Smad4, MSS206435 and Alx3, MSS201972.

### Expression vectors of Alx3, Cart1, and E47

cDNA encoding mouse Alx3 was amplified using PCR with primers 5’-AGCTCCGGCGGCCTGTGA-3’ and 5’-GTAACCCATGACGTGGTCCA-3’, and subcloned into a pCRII-TOPO TA cloning vector. Construction of an expression plasmid containing cDNA encoding mouse Alx3 was performed, then cloned into the EcoRI site of a p3X-FLAG-CMV-14 expression vector. cDNA encoding mouse Cart1 was amplified using PCR with the primers 5’-GAGCTCGCGGACAGCCTTTC-3’ and 5’-GTATGTTTCATGGCCCATGA-3’, then subcloned into a pCRII-TOPO TA cloning vector. Construction of an expression plasmid containing cDNA encoding mouse Cart1 was performed, then cloned into the EcoRI site of a p3X-FLAG-CMV-14 expression vector. The E47 expression vector was a kind gift from Dr. Mario Vallejo [9,25].

### Western blotting

Total proteins were resolved by SDS-PAGE and blotted onto PDEF membranes (Milipore). Smad1, Smad4, Smad5, and phosphor-Smad1/5 immunoreactivities were detected with a rabbit polyclonal primary antibody (1:1000 dilution) (Cell Signaling), followed by incubation with an anti-rabbit peroxidase-conjugated secondary antibody (1:2000 dilution) (GE Healthcare). FLAG immunoreactivity was detected with a mouse monoclonal primary antibody (1:1000 dilution) (SIGMA), followed by incubation with an anti-mouse peroxidase-conjugated secondary antibody (1:2000 dilution) (GE Healthcare). β-actin immunoreactivity was detected with a rabbit polyclonal primary antibody (1:5000 dilution) (SIGMA), followed by incubation with an anti-rabbit peroxidase-conjugated secondary antibody (1:10000 dilution) (GE Healthcare). Immunoreactive bands were visualized using an enhanced chemiluminescence detection system (ECL Plus, GE Healthcare) [26].

### Chromatin immunoprecipitation assays

Chromatin immunoprecipitation (ChIP) assays were performed using an EpiQuik TM Chromatin Immunoprecipitation Kit (Epigentek Group Inc., Brooklyn, NY USA) based on the protocol provided by the supplier. Briefly, 10^6^ C2C12 cells were treated with BMP-2 and chemically cross-linked by addition of a one-tenth volume of fresh 11% formaldehyde solution for 15 minutes at room temperature. Cells were then rinsed twice with 1x PBS, resuspended in CP3 lysis buffer containing a protease inhibitor cocktail (PIC), and sonicated until crosslinked chromatin was sheared to an average DNA fragment molecular length of 200-1000 bp. One percent of the sonicated lysate was used to quantify the total amount of DNA present in different samples before immunoprecipitation (input).

The sonicated samples were immunoprecipitated with the FLAG antibody (Sigma) using an EpiQuik TM Chromatin Immunoprecipitation Kit (Epigentek). Crosslinking between DNA and proteins was reversed by heating the samples at 65 ºC for 15 minutes, followed by proteinase K digestion at 65 ºC for 1.5 hours. After cleaning on spin columns, DNA was eluted in 10 mM Tris-EDTA buffer. We assayed for the presence of a putative target site in the immune complexes by PCR using primers amplifying the following genomic regions: mouse *Alp* promoter Alx3 binding site (Alx3 BS), 5’-GTCTGTGAACCCACCTGGCT-3’; -253/-272 bp, and 5’-CCACTGCCTGGGAAGTGGTC-3’; -523/-504 bp, based on the mouse *Alp* gene transcription start site as +1. The positions of the PCR fragments corresponded to those in the Ensemble Genome Browser.

### ChIP-on-chip microarray analysis

Immunoprecipitated and input DNA were amplified using a whole genome amplification kit (GenomePlex® Complete Whole Genome Amplification Kit, Sigma, USA), as recommended by the manufacturer. Amplified samples were purified using a QIAQuick PCR clean-up kit (Qiagen). Labeling reactions were performed with 4 µg of purified amplified DNA and a Bioprime labeling kit (Invitrogen), according to the manufacturer’s instructions, in a volume of 50 µl with a modified dNTP pool containing 120 µM each of dATP, dGTP, and dCTP; 60 µM dTTP; and 60 µM Cy5-dUTP (for immunoprecipitated DNA) or Cy3-dUTP (for input DNA). Labeled targets were subsequently purified using a QIAQuick PCR clean-up kit (Qiagen). Next, dye-labeled DNA samples were quantified using an ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE). After checking labeling efficiency, each 2.5-5 µg of the Cy 3- and Cy 5-labeled DNA targets were mixed and then resuspended with 2x hybridization buffer, Cot-1 DNA, and Agilent 10x blocking agent, along with de-ionized formamide. Before hybridization to the array, the 260-µl hybridization mixtures were denatured at 95 ºC for 3 minutes and incubated at 37 ºC for 30 minutes, then centrifuged at 17 900 x g for 1 minute and directly pipetted onto a Mouse Promoter 1x1 M microarray (Agilent Technologies, USA). The arrays were hybridized at 65 ºC for 40 hours using an Agilent Hybridization oven (Agilent Technologies, USA). The hybridized microarray was washed according to the manufacturer’s washing protocol (Agilent Technologies, USA).

### Data acquisition and analysis

Acquired hybridization images were analyzed using an Agilent DNA microarray Scanner (Agilent Technologies, USA) and data quantification was performed using Agilent Feature Extraction software (Agilent Technologies, USA). Preprocessing of raw data and normalization steps were performed using Agilent Genomic Workbench software, according to the manufacturer’s instructions (Agilent Technologies, USA). Background corrected intensity data were normalized with blank subtraction followed by intra-array LOWESS normalization, while the Whitehead Error Model v 1.0 was used to calculate confidence values for each spot on the array. The Whitehead per-array neighborhood model v 1.0 was used to identify bound regions. Criteria for identification of a positive probe were as follows(1). The P-value for the probe sets (probe and its 2 immediate neighbors) was less than 0.001, and (2) 1 of 3 probes in the probe set had a single probe P-value less than 0.005, or the center probe in the set had a single probe P-value less than 0.001 and 1 of the neighboring probes had a single P-value less than 0.1. Raw data are available online at Gene Expression Omnibus (GEO accession number GSE44822).

### Accession numbers

Microarray data have been deposited in Gene Expression Omnibus (GEO) under accession codes GSE33567 [3] and GSE44822.

## Supporting Information

Figure S1 Neither E47 nor Cart1 enhanced BMP-2-induced osteoblast differentiation by Alx3. (A) Alx3, E47, and Cart1 were overexpressed in C2C12 cells, then the cells were treated with or without BMP-2 for 3 days. Expressions of *Alp* and *Ocn* (*Osteocalcin*) were quantified using real-time PCR. (B) Measurement of ALP activity. **p < 0.01, NS: difference not significant, as shown by Student’s *t* test.
(TIF)

Table S1 Expressions of Homeobox genes in BMP-2 treated and untreated C2C12 cells. 

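Table S1 lists 127 homeobox genes, each with a ratio of BMP-2-treated to untreated cells, and gives no background and no error. Most of its values equal plain ratios of the MAS5 signal with BMP-2 to that of untreated cells at 96 h. Of the 127 genes, 115 have a named probe set in the annotation used here, 3 (Alx3, Six1 and Vsx2) were assigned by their ratio only and 9 have none. For 97 of the 115 genes the listed ratio equals that of 1 probe set of the gene, for 9 it equals the mean over its probe sets, and for 9 it equals neither, at the decimals the table prints.

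Many ratios in this table, large and small, rest on signals below the background. Of 35 genes with a plain ratio of at least 4-fold in either direction, 21 had both signals below it, as had 44 of the other 83 genes. Among the genes with a probe set, 43 have a ratio of at least 2 in the paper. Of these 43, 11 were at least 2-fold higher on values raised to the background and 22 had both signals below it. Lhx2, a LIM homeobox gene, had 28.8 with BMP-2, above the background, and 1.4 untreated, below it. Its plain ratio was 20.6, while its fold on values raised to the background was at least 1.59. Alx4, an Aristaless-related gene like Alx3, had 4.1 with BMP-2 and 8.7 untreated, both below the background.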

(XLSX)

Table S2 Alx3 target genes identified by ChIP-on-chip analysis. 

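Table S2 comes from chromatin immunoprecipitation of Alx3 followed by hybridization to a promoter array, which is an experiment apart from the expression arrays. The paper's methods describe an antibody to FLAG, the tag of its Alx3 expression vector, and cells treated with BMP-2. Its text calls the listed genes selected ones. For each probe the experiment compares DNA recovered with the antibody with input DNA, and the paper gives this enrichment as a logarithm to base e, so that a value above zero stands for more DNA in the precipitate. The location is the distance of the bound site from the annotated start of transcription. The signals of that experiment were not analysed here. The table names 231 genes or transcripts, of which 189 have a named probe set on the expression arrays and 162 were at or above the background on at least 1 of them.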

The location was relative to the annotated transcriptional starting site.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

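The data are 3 Affymetrix expression arrays of mouse C2C12 cells, of untreated cells at 0 h, untreated cells at 96 h and cells given BMP-2 at 300 ng/ml for 96 h, with 1 array per condition. The authors labelled RNA with biotin and summarized each array by itself with MAS5, and the deposited values are signal intensities on a linear scale for 45101 probe sets. The version of MAS5, the scaling target and the detection calls are not stated in the labels or the paper's text. The highest signals were 15478, 13802 and 13822 at 0 h, at 96 h untreated and at 96 h with BMP-2, and 49.8%, 51.8% and 53.9% of probe sets were at or above the background.

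Gene names were taken from the platform annotation for probe sets with 1 symbol, and symbols were compared through their gene numbers with a RefSeq gene table of mouse assembly GRCm38.p6, which held 34754 of these probe sets and changed 0 symbols. Genome positions were not used here. For a gene with several probe sets (9012 of 18194 genes), the probe set with the highest mean signal was used. Of 329 genes named by the rule given further on, 123 had several probe sets at or above the background at 96 h; for 30 of these a probe set lay within 2-fold while another did not, and in 0 of them was a probe set at least 2-fold higher and another at least 2-fold lower. Of all genes, 12595 were at or above the background on at least 1 array. The background, the treatment of signals below it and the 2-fold rule are as given with the arrays in the article. Ratios were computed for BMP-2 over untreated at 96 h, untreated at 96 h over 0 h, and BMP-2 at 96 h over 0 h. They are ratios on the log2 scale of signals raised to the background, so they understate the difference of dim genes. Without replicates no test was run and no p-value is given.

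Before the data were examined, 24 gene lists were written, and the comparisons, the background rule and the alternatives were set. The genes to be named were, for each comparison, the 12 highest and 12 lowest genes whose brighter signal was at least 4 times the background, the 4 members of each list with the largest difference, every gene the paper names and the genes of Table S1, whose ratios had been seen. Acan, Adipoq, Bmper, Grem1, Hoxc10, Meis2, Mgp, Phex and Rgmb fall outside this rule and were chosen after their values were seen, most of them to complete a count. Genes of Table S1 and of Table S2 served as further lists, chosen by the study. Lists can share genes: Dlx3 of the osteoblast list and Msx1 and Dlx2 of the BMP targets are also in Table S1, and Hey1 is in the lists of BMP targets and of Notch. Eng is in the lists of BMP receptors and of endothelial markers. Of each list, members at or above the background on at least 1 array were used. The random lists were drawn from 20 bins of mean expression. Members below the background on both arrays enter a median at the ratio of the backgrounds.

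The counting of genes was tested on simulated data for BMP-2 over untreated at 96 h, with 18194 genes and noise of 0.25 (SD, log2) between arrays. It called 10% of 50 genes made 1.5-fold higher, 96% of 50 made 3-fold higher and all 50 made 6-fold higher. It also called all 50 made 6-fold lower and 0.29% of 17994 unchanged genes. The changed genes were drawn from bright genes only, so these rates do not cover genes near the background. The unchanged genes include those below the background on all arrays, which can hardly be called. In the same simulation, over 11876 genes, a list of 30 genes made 3-fold higher had its median at percentile 100 of the random lists and a list of 30 unchanged genes at percentile 78.2. The noise of the real arrays is not known.

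Alternatives were scaling of each array to a common median, quantile normalization, a background at the 90th or 99th percentile of the silent families, plain ratios without a background, 50 added to each signal, the mean log2 ratio over the probe sets of a gene, and leaving out probe sets whose suffix, _x_at or _s_at, marks a possible match to several transcripts. A value counts as kept where it stayed within 1.5 times. Values of the chromatin immunoprecipitation arrays and of the RT-PCR assays were not analysed. Runx2, Bglap (Osteocalcin) and Spp1 have no probe set with 1 symbol in the annotation and are not reported. The calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.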

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

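The 5 genes given here stood out because the paper does not name them and their signal with BMP-2 lay farthest above the brighter of both untreated arrays. Fmod, fibromodulin, a proteoglycan that binds collagen, had 7414 with BMP-2, at least 409-fold above the untreated arrays, and each of its 6 probe sets was below the background in both untreated cultures. Tnn, a tenascin of the extracellular matrix, had 2191 with BMP-2, at least 121-fold above. Plb1, a phospholipase, had 1870, at least 103-fold above; another of its 4 probe sets had 217 with BMP-2, and the others were below the background on the 3 arrays. Mfap5, a protein of elastic microfibrils, had 3874, which is 88.5-fold above the brighter untreated array. Prelp, a proteoglycan of connective tissue, had 8155, which is 60.2-fold above. They are the extreme of many: of 9114 genes that the paper does not name and whose signal with BMP-2 was at least 4 times the background, 597 were at least 2-fold and 47 at least 10-fold above both untreated arrays.

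The genes that differ between the arrays at 96 h were weighed against a difference in RNA quality and a difference in scaling. RNA degradation would shift the ratio of the 3' to the 5' signal of control transcripts, but this ratio differed between the arrays by 1.064-fold for Gapdh and 1.04-fold for Actb, against the 2-fold that was set as its mark, and by 1.24-fold, 1.17-fold and 1.63-fold for pyruvate carboxylase, the transferrin receptor and 18S ribosomal RNA. A difference in scaling would shift most genes one way. The median log2 ratio of genes at or above the background was 0.0608, and that of 18 spike-in probe sets was -0.09. Each array had already been scaled by itself, so a small median is largely built in. The Gapdh and Actb controls are among the brightest signals of these arrays and may not stand for dimmer transcripts, so a difference in RNA quality is not excluded. A single scale factor cannot move genes both ways. After scaling to a common median, 955 genes were still at least 2-fold higher with BMP-2 and 930 lower. The treatment itself, RNA quality and any difference between single cultures stay open, since each condition has 1 array.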

How the results depend on the processing

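Without a background, on plain ratios, many more genes passed 2-fold, and these included every gene counted with the background: 3078 higher and 2675 lower with BMP-2 than untreated, 3790 higher and 3622 lower at 96 h untreated than at 0 h, and 4340 higher and 3794 lower with BMP-2 than at 0 h. With 50 added to each signal the counts were 644 and 539 for BMP-2 over untreated and 1218 genes higher at 96 h untreated than at 0 h, and all of these genes were among those counted with the background. By construction, signals below the background enter the former and weigh less in the latter. The ratio of Alx3 was 8.89 as a lower bound on values raised to the background, 11.2 with the background at the 90th percentile, 3.78 at the 99th and 3.66 with 50 added. Its rank was 1 of 57 genes at the 90th percentile, 6 of 34 at the 99th and 5 of 118 with 50 added. Epcam, an epithelial marker, turned from a log2 ratio of 2.59 for BMP-2 over 0 h to -0.14 without _x_at and _s_at probe sets, when its other probe set is below the background on both arrays. The other 50 values of counts, ratio and rank stayed within 1.5 times, as did 591 of 624 list medians, with 33 beyond and 0 of them reversed, and 2665 of 3236 values of named genes, with 570 beyond. The osteoblast list lay between percentiles 93.8 and 99.5 for BMP-2 over untreated over the alternatives, so whether it lies beyond the central 95% of random lists depends on the setting. Scaling to a common median moved the median log2 ratio of BMP-2 over 0 h from 0.03 to -0.12, and gave 955 genes higher and 930 lower for BMP-2 over untreated, so the excess of higher over lower genes depends on the scaling. No paired analysis was possible because each condition has 1 array. Signals of homeobox genes are often near the background, which limits their folds to bounds.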

Differences from the paper's values

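Of 118 ratios in Table S1 that could be set beside a value here, 16 lay more than 1.5 times from the ratio of the probe set with the highest mean signal. For 10 of these both signals of that probe set are below the background, and these are left out of what follows. In the other 6 at least 1 signal is at or above the background, and the paper's ratio equals that of another probe set of the same gene. The alternatives named were set before the data were examined. For Dlx3 the paper's ratio is 26.8765 and the value here is 9.36. The paper's ratio equals that of the dimmer probe set (218 with BMP-2 and 8.1 untreated). No alternative brought the value to the paper's. With the background at the 99th percentile it is still 9.36 but a lower bound, so it is not counted as different there, while it is in the others. For Hoxa5 the paper's ratio is 0.95874 and the value here is 0.346. The difference closed without _x_at and _s_at probe sets (0.959) and with the background at the 99th percentile (0.694, a bound), but not with the others. For Hoxc5 the paper's ratio is 4.04444 and the value here is 1.59, and no alternative brought it to the paper's. On values raised to the background it is a lower bound of 1.54, so it is not counted as different there, while it is in the others that give a ratio. With the background at the 99th percentile both signals lie below it, so that there is no ratio. For Nkx1.2 the paper's ratio is 11.2 and the value here is 0.0677. The paper's ratio is that of a probe set with 5.6 and 0.5, both below the background, and no alternative closed the difference. For Otp the paper's ratio is 0.15179 and the value here is 1.43. The paper's ratio is that of a probe set with 1.7 and 11.2, both below the background, and no alternative closed the difference. Neither gene has a ratio with the background at the 99th percentile. For Pou6f1 the paper's ratio is 1.37143 and the value here is 2.36. The paper's ratio is that of a probe set with 14.4 and 10.5, both below the background. The difference closed with the mean over probe sets (1.80), which takes in that probe set, and with 50 added to each signal (1.97), but not with the others.

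The introduction states that BMP-2 raised Alx3 far more than the other homeodomain genes. Over the 118 genes of Table S1 with a probe set, Alx3 ranked 2 by plain ratio, with 21.2 against 26.6 for Dlx5 and 20.6 for Lhx2, and in the ratios the paper lists, Dlx3 (26.8765) and Dlx5 (26.6364) stand above Alx3 (21.1842). On values raised to the background, Alx3 was at least 8.89-fold higher, Dlx3 9.36-fold, Dlx1 8.15-fold and Dlx2 6.88-fold, while Dlx5 and Lhx2 had bounds of 1.62-fold and 1.59-fold. The order differs against 0 h, where Alx3 was at least 9.07-fold higher with BMP-2, Dlx2 4.54-fold, Dlx1 3.12-fold and Dlx3 2.05-fold. Pou6f1 was at least 16.7-fold higher than at 0 h. With the background at the 90th percentile, Alx3 ranked 1 of 57 genes, with a bound of 11.2-fold, at the 99th percentile it ranked 6 of 34, with a bound of 3.78-fold, and with 50 added to each signal it ranked 5 of 118, with a ratio of 3.66.

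Of the paper's markers, Alp (Alpl, at least 288-fold higher with BMP-2) and Myogenin (Myog, 195-fold lower) ran in the direction the paper gives from RT-PCR.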

Other observations

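Genes of other groups were also compared between BMP-2 and untreated cells at 96 h. The medians of the cartilage, Wnt and extracellular matrix lists lay beyond the central 95% of random lists, and those of the fat cell, smooth muscle and BMP receptor lists lay within it. Over the alternatives, the lowest percentile was 91.3 for the cartilage list, 97.4 for the matrix list and 99.99 for the Wnt list, and the highest was 99.6 for the fat cell list, 99.7 for the smooth muscle list and 94.6 for the BMP receptor list. Of 14 cartilage genes at or above the background on at least 1 array, 6 were higher with BMP-2 and none was lower (median log2 ratio 0.53, percentile 99.7), among them Col11a1 (24.7-fold), Col2a1 (at least 5.12-fold) and Sox9, a regulator of chondrogenesis (3.12-fold). Aggrecan (Acan) was below the background. Of 11 fat cell genes, 5 were higher and 2 lower (0.28, percentile 80.1). Fabp4 was 51.4-fold and Pparg 4.71-fold higher, while Lpl was 3.76-fold lower and Adipoq was below the background. Of 34 genes of Wnt signaling, 12 were higher and 2 lower (0.64, above all random lists), with the secreted Sfrp2 26.1-fold higher and Sfrp4 41.3-fold lower. Of 44 genes of the extracellular matrix, 7 were higher and 6 lower (0.28, percentile 99.9), with the tenascin Tnc among the higher genes. Of 12 smooth muscle genes, 4 were higher and 2 lower (0.39, percentile 96.5), and Cnn1 was at least 11.1-fold higher. Of 20 BMP receptors and SMAD transducers, 3 were higher and 2 lower (0.06, percentile 43.4), and Smad1, Smad4 and Smad5 lay at 1.21-fold higher, 1.01-fold lower and 1.39-fold higher.

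Genes of growth factor signaling went both ways, with 7 of 36 higher and 9 lower (-0.15, percentile 0.63, and between 0.1 and 5.94 over the alternatives), among them Fgfr3 (15.1-fold higher) and Fgf21 (18.8-fold lower). Of 25 stress genes, 8 were higher and 5 lower (-0.23, percentile 0.14, and between 0.06 and 4.01 over the alternatives), and the metallothionein Mt2 was 14.9-fold lower. Of 19 Notch genes, 3 were higher and 2 lower (0.00), with Lfng 23.4-fold higher. Of 12 cell cycle inhibitors, 2 were higher and 3 lower (0.12), and Cdkn1a was 4.08-fold lower. Of 19 interferon-stimulated genes, 0 passed 2-fold with BMP-2, while 7 were higher at 96 h untreated than at 0 h (0.81, percentile 99.98). At or above the background on at least 1 array were 10 of 18 macrophage and 9 of 18 epithelial markers with a probe set. So were 9 of 16 neuronal and 4 of 15 endothelial markers. Of 10 macrophage markers 1 was higher, Csf1r, of which another probe set had 53.5 and 57.3, and 1 was lower, Cd53. The medians of the macrophage, epithelial and neuronal markers lay at percentiles 60.2, 19.7 and 83.4. Of 4 endothelial markers 2 were higher (Egfl7 and Eng) and none was lower (0.82, percentile 99.5, and between percentiles 81.3 and 99.6 over the alternatives). Egfl7 and Eng each also have a probe set within 2-fold, and Eng is in the BMP receptor list too. Of 9 epithelial markers 1 was higher (Krt14, at least 81.0-fold) and 2 were lower (Trp63 and Jup), and of 9 neuronal markers 2 were higher and 2 lower, with Stmn2 20.3-fold higher. At 96 h untreated, 5 of the 9 neuronal markers were lower than at 0 h and none was higher (-1.70), and Nefl went from 1500 to 6.0. Of 15 loading controls 1 was lower with BMP-2, Tfrc, by 3.14-fold, and the 3' control probe sets of Actb had 12055 untreated and 11853 with BMP-2. Pgk1, also a loading control, had 4301 untreated and 5873 with BMP-2 on the probe set used. Another of its probe sets had 1125 and 4197. Of 36 homeobox genes outside Table S1, 4 were higher (Irx3 4.23-fold, Irx5, Zeb2 and Hoxc10) and 3 lower (Pknox2 at least 6.44-fold, Hopx and Meis2).

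The array at 0 h, with its high 18S signal, enters these counts: 1873 genes were higher and 1602 lower at 96 h untreated than at 0 h, and 2349 were higher and 1764 lower with BMP-2 than at 0 h. Which side is larger depends on the scaling: with each array scaled to a common median, 1723 were higher and 1766 lower untreated, and 1946 were higher and 2149 lower with BMP-2. Whether the paper's RT-PCR assays used the RNA of the arrays is not stated. In the RT-PCR assays the paper reports a rise of Alp, Osteocalcin, Alx3 and Cart1 with BMP-2 and a rise of Myogenin without it. On the arrays, Cart1 (Alx1) was below the background on each array with both of its probe sets (0.8 and 0.9 with BMP-2), and so were Alx4, Twist1 and Myh6. Tcf3, which encodes E47, Usf1 and Usf2 lay at 1.15-fold, 1.03-fold and 1.21-fold higher with BMP-2.

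The tests in this part were set before the result each one measures was seen. Large ratios in Table S1 may come from signals near the background. Of 35 genes with a plain ratio of at least 4-fold in either direction, 60% had both signals below it, and a majority had been set as the mark. The test decides nothing, since 53.0% of the 83 genes with smaller ratios had both signals below it too, and whether low signals bring large ratios stays open. The other 14 genes had the brighter signal at or above the background. Among them, Dlx1, Dlx2 and Dlx3 had both signals at or above it, while others, such as Alx3 and Lhx2, had the untreated signal below it.

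The genes lower with BMP-2 may be those of the myotubule program that is absent from these cells. Of the 832 lower genes, 58.53% were at least 2-fold higher at 96 h untreated than at 0 h, against 14.9% for independent lists. In 100 simulations of unchanged arrays that share the untreated array, this share was 33.4%. Part of the excess may come from that shared array, and with 1 array it cannot be split. The noise in the simulations was taken from the spread between the 2 arrays at 96 h, which holds any effect of BMP-2 too. With BMP-2, 56.9% of the lower genes lay within 2-fold of 0 h, against 67.3% for independent lists and 77.4% in simulation, so this share does not set them apart, and 155 of these 473 genes were below the background both at 0 h and with BMP-2. A further 33.1% were lower than at 0 h, against 14.0% and 22.3%. Myod1 is one of these, 10.3-fold lower with BMP-2 than at 0 h, and so are Klf5 (at least 40.9-fold) and Dusp4 (at least 93.7-fold). Absence of the myotubule program therefore leaves part of the lower genes open. Of the 1088 higher genes, with BMP-2 64.2% were higher than at 0 h (18.7% for independent lists and 35.4% in simulation), 21.4% lay within 2-fold of it (67.3% and 64.3%) and 14.3% were lower (14.0% and 0.28%), and 27.7% were lower at 96 h untreated than at 0 h (12.7% and 21.7%). These shares have an array in common too.

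Genes with an Alx3 site in Table S2 may respond to BMP-2 as a group. Of the 162 such genes at or above the background, 24 were higher with BMP-2, 3 were lower and the median log2 ratio was 0.16, at percentile 98.15 of the random lists, outside the central 95% of them that had been set as the mark. It lay outside under 6 of 8 alternatives, and 135 of the genes lay within 2-fold. Against 0 h the list did not stand apart with BMP-2, with 26 genes higher and 24 lower (0.10, percentile 80.8), while untreated cells at 96 h had 17 higher and 23 lower (-0.15, percentile 1.73). Alpl and Pth1r belong to this list and to the bone genes. The list holds genes the paper selected, from cells that by its methods had been given BMP-2, so it was not drawn apart from the treatment. The arrays compare cells with and without BMP-2, not with and without Alx3, so whether Alx3 has a part in the difference cannot be told apart from other effects of BMP-2.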
